A study of Mus musculus with 20 samples.

How the data were processed

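Gene expression was measured by sequencing total RNA from the ventral and the dorsal telencephalon of mouse embryos at embryonic day 14.5, in wild-type (WT) embryos and in embryos with a conditional deletion of Dot1l driven by Nkx2.1-Cre (cKO), with 5 libraries per genotype and region. Per the labels, the RNA was extracted from snap-frozen dissected tissue and the libraries were made from total RNA. The deposited raw tables hold whole-number read counts per gene, 1 table per region, with NCBI Entrez gene identifiers and column totals that differ between libraries. The aligner, the counting program, the genome build, the annotation and the use of strand are stated neither in the labels nor in the file headers, so no coordinates are given and counts of overlapping genes are treated as uncertain. Per the file headers and file names, the authors also made tables of variance-stabilised counts on a log2 scale after a batch correction, and tables of their own DESeq2 comparison with a log2 fold change and an adjusted p-value per gene. The log2 fold changes in the authors' deposited table were shrunken, since they are not the product of the listed statistic and standard error. The ventral table of comparisons uses decimal commas, which were read as decimal points.

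Each column was assigned to its group from its name and the sample labels. The ventral columns name a genotype and a replicate number. The dorsal columns name a genotype and a running number from 1 to 10 that matches no replicate number in the labels, so they are used as replicates of a group without a number and are called dorsal column 1 to 10 with the genotype they are labelled with. Every per-sample column was assigned. Gene symbols came from the symbol column of the authors' deposited table of corrected values, which gave a symbol for 25867 of 27179 genes. RefSeq's gene table for the mouse assembly GRCm38.p6 was used only for chromosome membership and for which genes overlap.

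The tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. The main test of each comparison was edgeR's quasi-likelihood test with robust estimation on the raw counts, TMM scaling and edgeR's expression filter by group, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each region's genotype comparison was fitted on its 10 libraries without covariates. The interaction, the genotype difference in ventral minus that in dorsal libraries, was fitted on all 20 libraries with 4 group means. WT ventral libraries were compared with dorsal libraries labelled WT in a fit on these 10 libraries. Standard errors of log2 fold changes were taken from the fold change and its F statistic. Expression is given as CPM (counts scaled to the library total) after TMM scaling, as mean ± SD over 5 libraries.

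The 13 gene lists (MGE lineage, pan-GABAergic, LGE and striatal, CGE, pallial, oligodendrocyte lineage, cell cycle, ATF4 targets, p53 targets, erythroid, vascular, meningeal and choroid plexus, and diencephalic), a panel of 12 genes, the main tests, most alternatives and the rule for naming genes were fixed before the data were examined. The lists were tested with limma's camera on log2 CPM (prior count 2) with a preset correlation between genes of 0.01, adjusted over the 13 lists. Named genes are the panel, and for each genotype comparison up to 5 genes with the largest rise and 5 with the largest fall among genes past the threshold with a mean of at least 1 CPM and ranges of the 2 genotypes that do not overlap. For the interaction they are the 3 genes with the lowest p, and for the WT regions the 3 highest and 3 lowest fold changes by the same rule. Of the 202 listed symbols, 200 matched the files. The result of 1 panel gene is not reported here, and that gene stays in the panel adjustment and the lists.

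The authors' batch correction was recovered from their values. The difference between the corrected values and DESeq2's variance-stabilised counts of the raw tables had rank 3 in each region. A 3-level term and a second 2-level term, removed with limma's removeBatchEffect while keeping genotype, gave the deposited corrected log2 values with differences under 1e-10. It had removed 65.9% of the variance between ventral and 28.4% of that between dorsal libraries. DESeq2 with these terms and genotype gave the authors' statistics to within 0.00488 in ventral and 0.00033 in dorsal libraries. The ventral corrected values have no column for WT replicate 4, and its terms are therefore unknown. The 3-level term is called a batch here because the correction is called one; the labels name no batch.

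The fits were tested on simulated counts drawn from the means, library sizes and dispersion trend of the ventral libraries, with 200 changed genes. edgeR recovered 94.5% of these among 15861 genes, with 6.9% of its calls false, and made 0 calls among 15867 genes in a simulation without change. DESeq2 recovered 93% among 15946 genes, with 15.5% of its calls false. The camera test called the 1 shifted list and no other.

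Libraries held 33.9 to 62.9 M counts (M, mega) in the ventral and 21.1 to 172.3 M in the dorsal table. One count is worth more in the shallow libraries, so genes under about 1 CPM rest on few counts there, and the counts of each library are given where that matters. Within groups, all 40 pairs of libraries differed by more than sampling noise, with a chi-square per degree of freedom from 7.12 to 40.3, so no library was counted as a duplicate.

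The alternatives were DESeq2's size factors in edgeR, no filter on low counts, a mean of at least 50 counts, DESeq2's Wald test, the replicate number or a 2-level grouping of replicates as a block, 1 surrogate variable, Xist as a covariate for embryo sex, all 20 libraries in one fit, and leaving out each library in turn. For the lists, limma's fry and camera with an estimated correlation were added. The fits with the authors' terms or with their batch and Xist, DESeq2 without WT replicate 4, and leaving out single libraries from the interaction and the WT region comparison were chosen after seeing the data. Up to 100 splits of the same libraries, the real one included and drawn with a fixed seed, were fitted for each comparison.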

Results

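Total RNA was sequenced from the ventral telencephalon, which contains the medial ganglionic eminence (MGE) where cortical interneurons arise, and from the dorsal telencephalon, the future cortex, at E14.5. Nkx2.1-Cre acts in the MGE and its descendants, and Dot1l encodes the histone H3 lysine methyltransferase that it deletes in the conditional knockout (cKO). The question was what loss of DOT1L changes in tissue that produces and receives cortical interneurons. Each of the 4 groups, WT and cKO in ventral and in dorsal tissue, had 5 libraries. The ventral libraries held 45.1 ± 8.75 M (mega) counts in WT and 50.5 ± 7.61 M in cKO (SD, n = 5). The dorsal libraries were more uneven, at 81.2 ± 57.9 M for those labelled WT and 53.03 ± 29.7 M for those labelled cKO (SD, n = 5), and ranged from 21.1 M in dorsal column 9 to 172.3 M in dorsal column 5. Each table listed 27179 genes.

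The targeted gene was examined first. In the ventral libraries Dot1l (Entrez gene 208266) was at 77.0 ± 7.09 CPM in WT and 79.0 ± 1.93 CPM in cKO (SD, n = 5). The log2 fold change was 0.03 with a standard error of 0.06, and the adjusted p-value from edgeR's quasi-likelihood test was 1. In the dorsal libraries Dot1l was at 86.7 ± 4.16 CPM in those labelled WT and 79.1 ± 3.03 CPM in those labelled cKO (SD, n = 5). That log2 fold change was -0.13 with a standard error of 0.04, an unadjusted edgeR p of 0.00337 and an adjusted p of 0.412. Counts summed over a whole gene cannot separate transcripts with and without the deleted exons, and Cre-expressing cells are part of the tissue, so the level of Dot1l did not check the genotype labels in either region. The dorsal libraries are therefore called by their labels throughout. The alternative that moved the ventral value most was leaving out a single library, between -0.02 without WT replicate 4 and 0.06 without WT replicate 1 or 2.

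**Figure D1:**
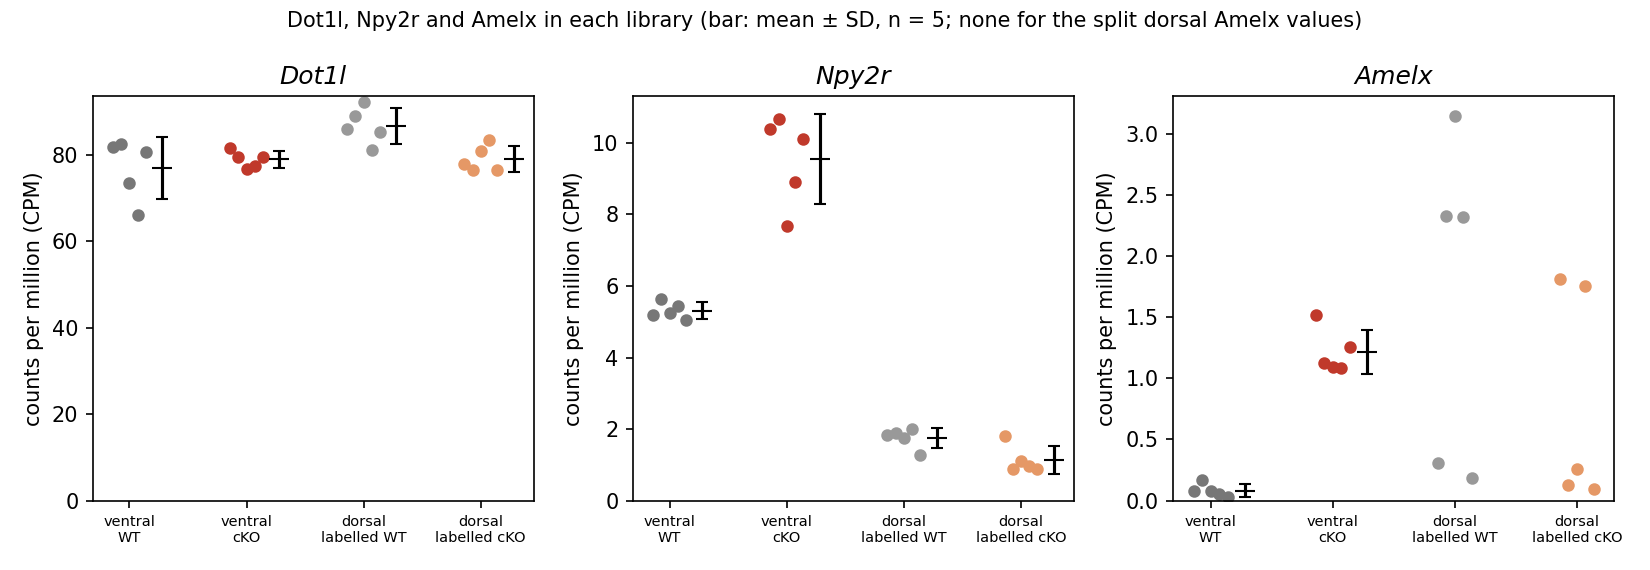
Normalised expression in CPM (vertical axes, from 0) of Dot1l, Npy2r and Amelx in each library (points) of the 4 groups (horizontal axes), with the mean and SD of 5 libraries as bars except for dorsal Amelx. Dot1l overlaps between the ventral groups, Npy2r is 5.06 to 5.65 CPM in ventral WT and 7.66 to 10.7 CPM in ventral cKO, and Amelx is split within each dorsal group.

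Which genes differed by genotype in the ventral telencephalon was tested over 15946 genes. With edgeR's quasi-likelihood test, 2 genes had an adjusted p under 0.05, both higher in cKO, and 625 genes (3.92%) had an unadjusted p under 0.05. The ranges of the 2 genotypes did not overlap for 137 genes, or 0.859%, against 0.794% expected by chance for 5 against 5. Npy2r, which encodes a neuropeptide Y receptor (Entrez gene 18167), was the only gene that met the naming rule. It was at 5.31 ± 0.231 CPM in WT and 9.55 ± 1.25 CPM in cKO (SD, n = 5), with a log2 fold change of 0.84, a standard error of 0.09 and an edgeR adjusted p of 0.00274. All 5 cKO libraries lay above all 5 WT libraries. The other gene, Amelx (amelogenin, Entrez gene 11704), was below 1 CPM on average and was chosen after its values were seen. It had 1 to 8 counts in each WT library and 49 to 95 in each cKO library, a log2 fold change of 3.82, a standard error of 0.27 and an edgeR adjusted p of 3.395e-05. Amelx lies within the span of Arhgap6 in the RefSeq annotation, and because the use of strand in the counting is not stated its counts are uncertain. Arhgap6 itself was at 0.649 ± 0.0967 CPM in WT and 0.674 ± 0.108 CPM in cKO (SD, n = 5). The 3 batches recovered from the authors' correction hold 9 of the 10 ventral libraries, as 1 WT with 3 cKO, 1 with 1 and 2 with 1. Within them, in that order, the cKO minus WT difference on the log2(CPM + 0.05) scale was 0.94, 0.54 and 0.97 for Npy2r and 4.05, 3.16 and 2.81 for Amelx.

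The ventral count of genes moved most with the authors' 2 terms, a choice made after seeing the data. Without WT replicate 4 and with these terms as covariates, edgeR called 441 genes and DESeq2 called 749, of which 408 were higher and 341 lower in cKO. The authors' deposited table for the ventral region lists 12230 genes, and the same 749 genes have an adjusted p under 0.05 there. In the authors' deposited table Npy2r has a log2 fold change of 0.66 and an adjusted p of 4.45e-10, Sp9 of -0.40 with 4.93e-10, and Kctd12 of 0.37 with 4.41e-08. Of the 749 genes in the authors' deposited table, 728 (97.2%) had the same sign in the fit of all 10 libraries without covariates. Of the 749, 86 had the same sign and an unadjusted p under 0.05 in that fit, and 1, Npy2r, passed the threshold. The 2 fits share 9 libraries, so this overlap is no independent check. DESeq2 without covariates called 17 genes on all 10 libraries and 68 without WT replicate 4, of which 9 and 50 were among the 749. With the 3-level batch term alone it called 209, of which 171 were among the 749. Leaving out WT replicate 4 in edgeR gave 4 genes.

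**Figure D2:**
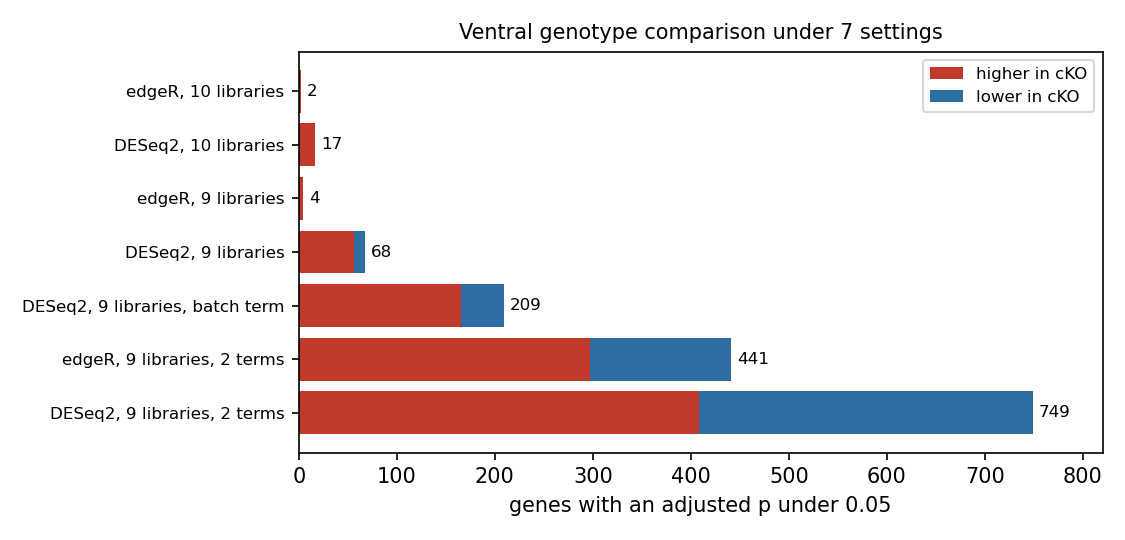
Number of genes with an adjusted p under 0.05 in the ventral genotype comparison (horizontal axis, from 0) under 7 settings (vertical axis), split into genes higher and lower in cKO; the 9-library fits leave out WT replicate 4. The number rises from 2 genes with edgeR on 10 libraries to 749 with DESeq2 and the authors' 2 terms on 9 libraries.

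Whether the genotype changed expression in the dorsal telencephalon was tested over 15489 genes. No gene passed the threshold in edgeR, the lowest adjusted p was 0.115, and 1449 genes (9.36%) had an unadjusted p under 0.05. The ranges of the 2 labelled groups did not overlap for 248 genes, or 1.60%, against 0.794% by chance. DESeq2 called 62 genes, 48 higher and 14 lower. By Xist, the RNA of the inactive X chromosome, 1 of the 5 libraries labelled WT and 4 of the 5 labelled cKO were from female embryos, so sex and label were largely confounded. With Xist as a covariate edgeR called 0 genes, and 516 had an unadjusted p under 0.05. In the ventral libraries 2 WT and 3 cKO libraries were female. The authors' deposited table for the dorsal region is shorter, and 7 of its genes have an adjusted p under 0.05. Of these, 1 is higher in the authors' deposited table, the sex marker Xist, with a log2 fold change of only 0.0049 and an adjusted p of 0.0292. The other 6 are lower in cKO in the authors' deposited table. A ribosomal RNA gene of the mitochondrial genome, mt-Rnr1, is first there at a log2 fold change of -0.22 and an adjusted p of 7.133e-06. The others are mt-Rnr2, Srrm2, Rn18s, COX1 and Stox2. DESeq2 with the recovered terms on the raw counts called the same 7 genes, and edgeR with these terms called 0, with 545 genes at an unadjusted p under 0.05.

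Amelx was at 0.180 to 3.15 CPM in the dorsal libraries labelled WT and at 0.0941 to 1.81 CPM in those labelled cKO. It was at 1.76 CPM or more in dorsal columns 2, 4 and 5, labelled WT, and 3 and 8, labelled cKO, and at 0.308 CPM or less in the other 5 dorsal libraries. The log2 fold change by label was -1.03 with a standard error of 0.99 and an edgeR adjusted p of 0.778. Within the 3 recovered dorsal batches the difference of the labelled groups on the log2(CPM + 0.05) scale was 1.01, -3.95 and 0.91.

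**Figure D3:**
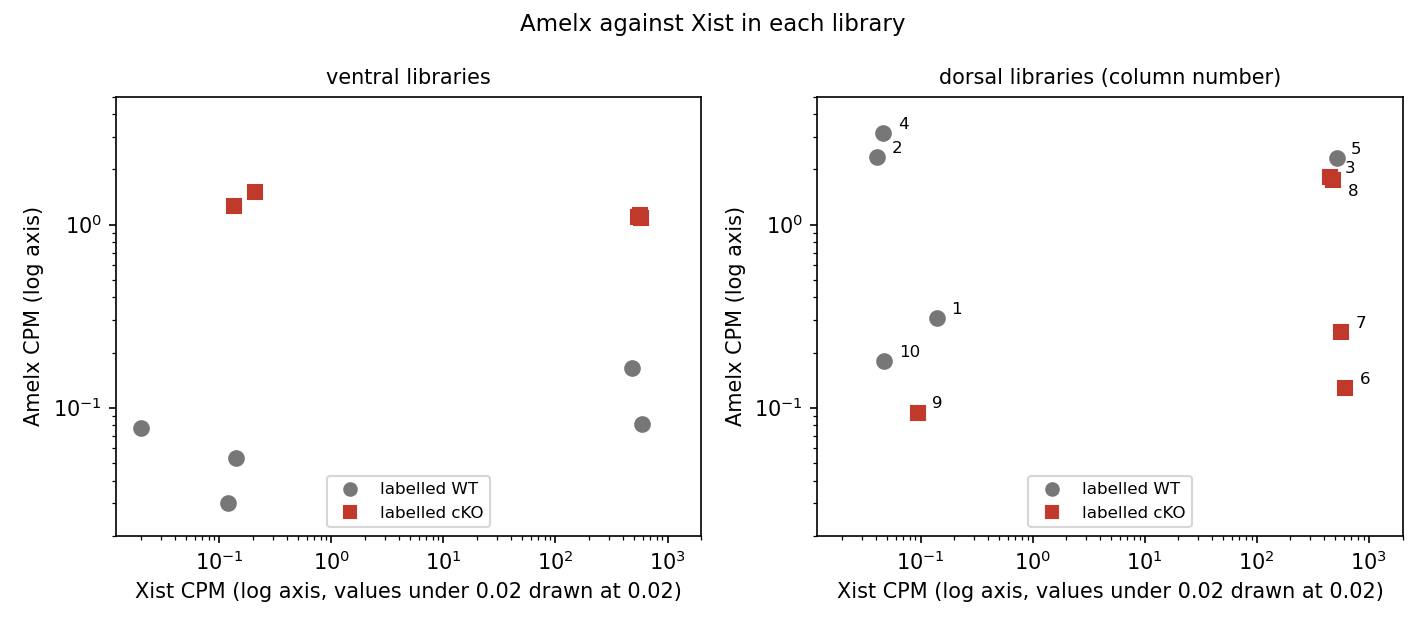
Amelx against Xist, both in CPM on log axes, in each ventral (left) and dorsal (right) library, with circles for libraries labelled WT and squares for those labelled cKO, and the column number beside each dorsal library. Ventral cKO libraries are at 1.08 CPM or more and ventral WT libraries at 0.166 CPM or less at either Xist level, while both labels occur at high and at low Amelx in the dorsal libraries.

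The test of whether the genotype difference itself differed between regions covered 16250 genes. Npy2r passed the threshold, with a difference of 1.49 on the log2 scale, a standard error of 0.22 and an edgeR adjusted p of 0.0126, and 1737 genes had an unadjusted p under 0.05. The Npy2r difference rests on the dorsal labels, which the level of Dot1l did not check. In the dorsal libraries Npy2r was at 1.75 ± 0.289 CPM in those labelled WT and 1.13 ± 0.389 CPM in those labelled cKO (SD, n = 5), a log2 fold change of -0.63 with a standard error of 0.20 and an edgeR adjusted p of 0.417. Within the 3 recovered dorsal batches the Npy2r difference was -0.04, -1.03 and -0.34 on the log2(CPM + 0.05) scale. The next genes by p, Mrpl52 with -0.37 and Ndufaf8 with -0.46, had edgeR adjusted p-values of 0.0695 and 0.1 and did not pass. The interaction count moved most without ventral cKO replicate 3, to 116 genes, and was 0 without dorsal column 6 or without dorsal column 8, where the Npy2r difference was 1.38 and 1.43 and its edgeR adjusted p 0.0652 and 0.0569, in a range from 5.6e-08 to 0.0652 over all alternatives. DESeq2 called 76.

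No gene was shared between the 17 ventral and 62 dorsal genes of DESeq2. In edgeR, with or without 1 surrogate variable, no dorsal gene passed, so none could be shared. Of the 587 genes with an unadjusted p under 0.05 in ventral tissue that were also tested in dorsal tissue, 155 (26.4%) had the same sign in both. The 2 comparisons share no libraries. Ventral and dorsal libraries may still come from the same embryos, so the comparisons need not be independent. No fit of both regions took such a pairing into account.

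What distinguishes the 2 dissections was tested between WT ventral libraries and dorsal libraries labelled WT over 15781 genes. edgeR called 10298 genes, 5179 higher in ventral and 5119 higher in dorsal tissue. The alternative that moved this count most was testing without a filter on low counts, with 10965. Of the 7404 genes eligible for naming, the largest ventral excess by fitted fold change was in AI606473, Lhx8 and Otp. AI606473 was at 21.1 ± 1.72 CPM and Otp at 6.24 ± 5.51 CPM in ventral tissue (SD, n = 5), with Otp at 16.2 CPM in WT replicate 4 and at 3.07 to 4.96 CPM in the other WT libraries, and no dorsal library labelled WT had more than 1 count of either. Set against a floor of 3 counts, AI606473 was at least 405-fold higher and Otp at least 120-fold higher in ventral tissue, or 73.1-fold without WT replicate 4. Lhx8 was at 40.7 ± 4.2 CPM in ventral tissue and at 0.0286 ± 0.0347 CPM in dorsal tissue (SD, n = 5), with an edgeR adjusted p of 9.682e-11. Set against the same floor, Lhx8 was 782-fold higher in ventral tissue, above AI606473, so the order of these genes depends on the floor. Whether Otp is among the largest against this floor was not tested. The largest dorsal excess was in Dct, with a log2 fold change of -4.49, E330013P04Rik with -4.29 and Dmrt3 with -4.07, at edgeR adjusted p-values of 2.642e-07, 9.281e-07 and 1.62e-07.

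The panel of MGE and interneuron genes was examined next. In ventral tissue 11 log2 fold changes ran from -0.33 to 0.06, 8 of them below 0. In edgeR on all 10 libraries without covariates no panel gene passed over all genes tested, and 2 passed when adjusted over the list alone. These were Nkx2-1, at 73.0 ± 3.32 CPM in WT and 58.0 ± 7.92 CPM in cKO (SD, n = 5) with a log2 fold change of -0.33, a standard error of 0.08 and an edgeR p of 0.0167 adjusted over the list alone, and Sst, at 118 ± 16.2 and 97.8 ± 6.59 CPM (SD, n = 5) with -0.28, 0.09 and 0.0424. Over all genes tested, the adjusted p of Nkx2-1 ranged from 0.00157 to 1 over its alternatives and that of Sst from 0.1 to 1. Nkx2-1 passed in the 3 DESeq2 fits without WT replicate 4, and in the authors' deposited table it has an adjusted p of 0.00157 and Sst one of 0.561. Within the 3 recovered batches the difference was -0.54, -0.28 and -0.09 for Nkx2-1 and -0.17, -0.36 and -0.22 for Sst. The other ventral fold changes were -0.15 for Npy, -0.14 for Sox6, -0.11 for Lhx6, -0.06 for Erbb4, -0.02 for Lhx8, -0.01 for Maf, 0.01 for Gad1 and 0.06 for Cxcr4. In dorsal tissue 11 panel genes were tested, and Lhx8 was too low. Their log2 fold changes ran from -0.26 for Sst to 0.81 for Nkx2-1, which was below 1 CPM and rested on dorsal column 9, without which it was -0.02. None passed over all genes tested and 1, Dot1l, passed when adjusted over the list alone, with an edgeR p of 0.0371.

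Of the 13 gene lists, none passed on all 10 filtered libraries of either region without covariates under camera with the preset correlation, under fry or under camera with an estimated correlation. The lowest camera p-values adjusted over the 13 lists were 0.182 in ventral and 0.0897 in dorsal tissue, and 3 and 2 lists had an unadjusted p under 0.05. In ventral tissue the adjusted camera p was 0.182 for ATF4 targets and for the erythroid list, 0.188 for the pallial, 0.231 for the cell cycle and 0.399 for the MGE lineage, vascular and diencephalic lists. It was 0.416 for the meningeal and choroid plexus list, 0.554 for the pan-GABAergic list and p53 targets, and 0.838 for the LGE and striatal, CGE and oligodendrocyte lineage lists. In dorsal tissue it was 0.0897 for ATF4 targets and the erythroid list, 0.368 for the meningeal and choroid plexus list and 0.611 for the cell cycle list and p53 targets. It was 0.717 for the MGE lineage, pan-GABAergic, pallial, vascular and diencephalic lists, 0.788 for the CGE, 0.840 for the oligodendrocyte lineage and 0.863 for the LGE and striatal list. Without ventral WT replicate 4, 6 lists passed under camera in ventral tissue. Lower in cKO were the cell cycle list at an adjusted p of 6.74e-07, the MGE lineage at 0.00308, the pan-GABAergic at 0.006, ATF4 targets at 0.00916 and the pallial at 0.0342, and the meningeal and choroid plexus list was higher at 0.00108. Over the alternatives of each list the adjusted p ranged from 2.2e-12 to 0.968 for the cell cycle, 0.00308 to 0.923 for the MGE lineage, 0.00414 to 0.968 for the pan-GABAergic, 0.000518 to 0.923 for ATF4 targets, 0.0104 to 0.923 for the pallial and 0.00108 to 0.984 for the meningeal and choroid plexus list. It ranged from 0.0105 to 0.923 for the erythroid, 0.00414 to 0.923 for the diencephalic and 0.0384 to 0.984 for the oligodendrocyte lineage list, and no other ventral list passed in any alternative. ATF4 targets also passed with 1 surrogate variable at 0.00153, with the replicate block at 0.0112, and without WT replicate 3 at 0.00306 or cKO replicate 4 at 0.0149. The erythroid list passed with the replicate block at 0.0105 and without cKO replicate 4 at 0.0149. It also passed without WT replicate 1 at 0.0433, WT replicate 2 at 0.0361 or WT replicate 5 at 0.0228. The cell cycle list also passed without cKO replicate 4 at 0.000836. The pallial list also passed without WT replicate 3 at 0.0214 or cKO replicate 5 at 0.0171. Without dorsal column 3, the cell cycle, ATF4 and erythroid lists passed in dorsal tissue, all higher in cKO at 0.0244, in ranges from 0.0244 to 0.989, 0.0244 to 0.73 and 0.00981 to 0.948 over their alternatives. With 1 surrogate variable the dorsal pan-GABAergic list passed instead, lower in cKO at 0.000315, in a range from 0.000315 to 0.971, and no other dorsal list passed in any alternative. ATF4 targets and the erythroid list also passed in dorsal tissue without a filter, both at 0.0352, without dorsal column 6 at 0.0303 and 0.0331, and each in other single-library fits. Over single list genes, in edgeR without covariates, none of the 187 ventral and 175 dorsal genes tested passed when adjusted over the list alone or over all genes, and 9 and 4 had an unadjusted p under 0.05. In the authors' deposited table for the ventral region, 15 of 27 cell cycle genes, 5 of 13 pan-GABAergic genes, 5 of 15 ATF4 targets, 3 of 19 MGE lineage genes and 1 of 17 LGE and striatal genes have an adjusted p under 0.05, each of them lower in cKO. There, in the authors' deposited table, 2 of 19 pallial genes and 2 of 14 p53 targets also pass, 1 of each lower and 1 higher, and 2 of 8 diencephalic genes, both higher. The authors' deposited table for the dorsal region holds only 21 list members, all in 7 of the 13 lists, and none of these passes there. It has no member of the other 6 lists, among them the pan-GABAergic, so it says nothing about those.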

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

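The tests of WT replicate 4, of dorsal columns 1 and 9, of ventral cKO replicate 3, of sex and of batches were chosen after the result was seen. A sample was set apart when its gap to the nearest of the 5 libraries of its group, divided by the group's range, was above 0.71. This held for 17 of 133 values, against 6.7 by chance. Values of 1 library are not independent of each other, so whether this exceeds chance cannot be told apart from a few unusual libraries. This reading was adopted after the number was seen.

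In ventral WT replicate 4 the gap ratio was 0.889 for the diencephalic list, 0.856 for Otp, 0.797 for Maf, 0.794 for the MGE lineage list, 0.751 for the pan-GABAergic list and 0.725 for Lhx6. Low depth is argued against, since it held 56.1 M counts, the most of the WT ventral libraries. Its diencephalic list mean was 3.62 on the log2 CPM scale against 1.03 to 1.32 in the other WT libraries, a gap of 8.03 times their range. All 12 genes of that list were highest there, and 9 of the 12 were also at 1 CPM or more on average in the other WT libraries. Tcf7l2 was at 122 CPM against at most 52.9, Fezf1 at 30.3 against 19.8, Sim1 at 23.4 against 6.25, Six6 at 8.53 against 0.271 and Nr5a1 at 4.7 against 0.0406. The meningeal and choroid plexus mean was also highest there, at 2.15 against at most 0.16. Its MGE lineage mean was 5.21 against 5.48 to 5.54, and its cell cycle mean 5.89 against 6.38 to 6.68. Diencephalic tissue in the dissection is a candidate explanation, and a difference between embryos stays open, as untested. The signal was not confined to WT replicate 4. The diencephalic mean was 2.39 in cKO replicate 2 and 1.1 to 1.88 in the other cKO libraries. With the authors' 2 terms, which leave out WT replicate 4, the list was higher in cKO at an adjusted camera p of 0.00414. Whether dissection contributes to the genes and lists that pass without WT replicate 4 was not tested. The authors' corrected ventral table has no column for this library.

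In ventral WT replicate 2 the ratio was 0.739 for the p53 targets list, and no explanation was tested. In ventral cKO replicate 3 it was 0.753 for the meningeal and choroid plexus list. Ventral libraries express 8 of its 10 genes above the filter, the most abundant at 11.9 CPM on average. Of the 10 genes 5 were highest there, against 2 by chance, with Col3a1 at 38.1 CPM against at most 8.32 and Col1a1 at 11 CPM against at most 1.3, while Ttr was at 0.709 against at most 0.924. Meningeal tissue in the dissection may be a source, but 5 of 10 genes leave this open, and genotype does not distinguish libraries within the cKO group.

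In dorsal column 1, labelled WT, the ratio was 0.885 for Sst, 0.876 for the pallial list, 0.81 for Gad1, 0.79 for E330013P04Rik, 0.772 for the p53 targets list and 0.747 for the MGE lineage list. All 3 ventral lists (MGE lineage, pan-GABAergic, LGE and striatal) had their highest mean of the libraries labelled WT there, and the pallial mean was 6.96 against 7.23 to 7.27. Dorsal libraries express 17 of 20, 12 of 13 and 17 of 17 of these genes above the filter, the most abundant at 472, 68.3 and 423 CPM, so these means do not part ventral tissue from a larger share of migrating interneurons. Gad1, at 38.2 CPM against 14.7 to 19.1, would need a share of 14.4% of ventral tissue. Such a share would bring 10.8 CPM of Nkx2-1, 5.95 of Lhx8 and 3.08 of AI606473, which were at 0.56, 0.084 and 0 CPM, at most 0.0519 of the level needed. This argues against MGE tissue as the source. Of the 3 genes of the LGE and striatal list that were confined to ventral tissue, 2 were raised, Six3 to 9.91 CPM against at most 1.25 and Isl1 to 4.28 against at most 0.353. The third, Tac1, was not, at 0.392 CPM against up to 0.428. LGE tissue in the dissection and a larger share of interneurons both stay open. In dorsal column 9, labelled cKO, the ratio was 0.749 for Nkx2-1, at 2.73 CPM. Lhx8 was at 1.22 CPM there, from 26 counts, and at most 0.0597 CPM in the other libraries labelled cKO, and AI606473 at 0.47 CPM against at most 0.0398. These 3 genes would need shares of 3.19%, 2.9% and 2.13% of ventral tissue, so MGE tissue is a candidate source of Nkx2-1 here. Lhx6 was within the range of the others, at 57.2 CPM against up to 60.7, where its level would need 2.16%. Of the same 3 genes of the LGE and striatal list, Isl1 was at 6.02 CPM against at most 0.878, Six3 at 7.01 against at most 5.06, and Tac1, not raised, at 0.188 against up to 0.302. Gad1 was at 27.4 CPM against at most 18.4, and Gad1, Isl1 and Six3 would need shares of 7.79%, 7.42% and 8.12%, so LGE tissue stays open here as well. Dorsal column 2 had a ratio of 0.784 for the diencephalic list and dorsal column 3 one of 0.759 for Npy2r, for which no explanation was tested.

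The genotype difference of Npy2r differed between the regions by 1.489 on the log2 scale. With Xist as a covariate it was 1.504 and passed the threshold, which argues against embryo sex as the whole cause. In ventral libraries the lowest cKO value was 1.36 times the highest WT value within the sex where they were closest. The smallest difference within a ventral batch was 0.543. Npy2r was named because its ventral ranges do not overlap, and both genotypes occur in each sex and batch. These values therefore restate that separation and are no further test. The separation itself argues against sex or batch as the whole cause there. Of 100 splits within both regions, the real one included, 4 gave at least 1 gene, and the most was 44. Mislabelled dorsal libraries stay open as a source. Amelx was on the other side from ventral libraries with the same label in 6 of the 10 dorsal libraries, and 5 are expected where Amelx and label are unrelated. Among dorsal libraries with high Amelx, Npy2r was at 1.76 to 2.01 CPM in columns 2, 3, 4 and 5 and at 0.954 in column 8. Among those with low Amelx it was at 0.894 to 1.26 CPM in columns 6, 7, 9 and 10 and at 1.82 in column 1. This grouping was not tested. Mislabelling cannot be told apart from an effect of genotype, because no value in the files gives the genotype of a dorsal library. Genotype acting differently in the 2 regions stays open.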

How the results depend on the processing

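The fits with the authors' terms or batch, those that leave WT replicate 4 out of DESeq2, and those that leave single libraries out of the interaction and the WT region comparison were chosen after seeing the data. The replicate number of a dorsal column is unknown. A replicate block, a 2-level block and fits that leave out a replicate number could therefore not be run for the dorsal libraries, the interaction, the WT regions or the shared genes, and single dorsal libraries were left out in turn instead. In the ventral libraries the replicate block gave 2 genes. The residuals of same-numbered WT and cKO ventral libraries correlated across genes at -0.312, 0.24, -0.027, -0.374 and 0.425, with 2 of 5 above 0.1, so no pairing by number was assumed. Changing the scaling moved the median gene by 0.0041 in ventral and -8e-04 in dorsal libraries on the log2 scale.

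The 2 ventral genes stayed at 2 with DESeq2's size factors, without a filter and with both blocks, and came to 3 with 1 surrogate variable or with Xist. The count was 1 with a mean of at least 50 counts, a filter that removes Amelx, 1 with all 20 libraries in one fit, and 17 with DESeq2. It was 441 with the authors' 2 terms in edgeR, 749 with these in DESeq2, 68 with DESeq2 without WT replicate 4, and 209 with the authors' batch alone. Across the 10 fits that each left out 1 library it ran from 2 to 4 genes, with 4 without WT replicate 4. Npy2r passed in each of these fits, with adjusted p from 1.73e-13 to 0.0496. In the simulation DESeq2 made more false calls than edgeR, 15.5% against 6.9%. The simulated counts followed edgeR's dispersion trend, with no batch and no library set apart, and DESeq2 was fitted to them without covariates. These rates therefore do not carry over to the fits with the authors' terms or without WT replicate 4. Amelx was tested with all 20 libraries in one fit and did not pass there, at 3.83 with an adjusted p of 0.825, in a range from 1.98e-19 to 0.825 over its alternatives. Why the other counts moved was not tested.

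The dorsal count of 0 genes, with 1449 at an unadjusted p under 0.05, was also 0 in every edgeR fit. It was 62 with DESeq2 and 7 with the authors' 2 terms in DESeq2, and the cause was not tested. The interaction count of 1 was 76 with DESeq2 and ran from 0 to 116 across the 20 fits that each left out 1 library, with 116 without ventral cKO replicate 3 and 0 without dorsal column 6 or 8. The WT region count ran from 9725 to 10965, against 10298. The shared genes stayed at 0, which only DESeq2 could have changed, since no dorsal gene passed in edgeR. The authors' deposited tables list 341 and 3 genes at an adjusted p under 0.01.

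The ventral Dot1l log2 fold change, 0.03, reversed to -0.011 with the authors' 2 terms in edgeR, -0.01 with these in DESeq2, -0.015 with DESeq2 without WT replicate 4 and -0.011 with the batch alone, and ran from -0.016, without WT replicate 4, to 0.062 with 1 library left out. The 4 reversed fits named first also lack WT replicate 4. In the first 2 and the last of those 4 Lhx8 was at 0.047, 0.047 and 0.004. With 1 ventral library left out Lhx8 ran from -0.108 to 0.03, Maf from -0.108 to 0.03 and Gad1 from -0.021 to 0.038. In dorsal libraries Lhx6 was at 0.055, Sox6 at 0.029 and Gad1 at 0.051 with Xist. With the authors' 2 terms in edgeR Lhx6 was at 0.068, Sox6 at 0.001, Sst at 0.037 and Gad1 at 0.038, and with the batch and Xist Lhx6 was at 0.062, Npy at 0.11 and Gad1 at 0.007. With 1 dorsal library left out Nkx2-1 ran from -0.016, without dorsal column 9, to 1.202, Sox6 from -0.028 to 0.026, Maf from -0.044 to 0.131, Npy from -0.13 to 0.048 and Gad1 from -0.405 to 0.077. None of these values passed over all genes tested, and the cause was not tested.

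The count of 0 ventral lists, with 3 at an unadjusted p under 0.05, was 1 with 1 surrogate variable, 2 with the replicate block and 8 with the authors' 2 terms, and ran from 0 to 6 with 1 library left out, with 6 without WT replicate 4. The count of 0 dorsal lists, with 2 at an unadjusted p under 0.05, was 2 without a filter, 1 with 1 surrogate variable and 1 with the authors' 2 terms, and ran from 0 to 3 with 1 library left out, with 3 without dorsal column 3. Lists also changed direction, here with their adjusted p. In ventral libraries these were LGE and striatal without a filter at 0.975, CGE with the replicate block at 0.901, and with the authors' 2 terms LGE and striatal at 0.566, CGE at 0.676, p53 targets at 0.719 and diencephalic at 0.00414. In dorsal libraries they were oligodendrocyte lineage without a filter at 0.936, and with the authors' 2 terms MGE lineage, CGE and pallial, each at 0.971. With 1 ventral library left out the adjusted p ran from 0.006 to 0.968 for pan-GABAergic, 0.0969 to 0.984 for LGE and striatal, 0.599 to 0.984 for CGE, 0.351 to 0.984 for oligodendrocyte lineage, 6.74e-07 to 0.968 for cell cycle, 0.00108 to 0.984 for meningeal and choroid plexus, and 0.0801 to 0.906 for diencephalic. With 1 dorsal library left out it ran from 0.287 to 0.979 for MGE lineage, 0.168 to 0.949 for pan-GABAergic, 0.168 to 0.981 for LGE and striatal, 0.318 to 0.981 for CGE and 0.232 to 0.949 for pallial. It ran from 0.203 to 0.979 for oligodendrocyte lineage, 0.0244 to 0.979 for cell cycle, 0.211 to 0.83 for vascular and 0.432 to 0.859 for diencephalic. The cause was not tested.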

Other observations

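The tests of Amelx, of the library matches, of the second term and of sex were chosen after the results were seen. The splits of the main edgeR comparisons had been drawn before their expected outcome was written down. The tests of transcript length and GC content and the splits with DESeq2 and the authors' terms were set out first.

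Amelx was higher in all 5 ventral cKO libraries. Arhgap6, which it overlaps, had a log2 fold change of 0.04, which argues against its reads as the source. The lowest cKO value was 6.55 times the highest WT value within the sex where they were closest. The smallest difference within a batch was 2.808. Both genotypes occur in each sex and batch, so cKO values that all lie above WT values require such differences. These values restate that separation and are no further test. The separation itself argues against sex or batch as the whole cause. A hypothesis is that Amelx follows the genotype, found and tested on the same libraries.

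In the dorsal libraries Amelx did not follow the labels. It was at 2.32, 3.15 and 2.31 CPM in columns 2, 4 and 5, labelled WT, and at 0.308 and 0.18 CPM in columns 1 and 10, labelled WT. It was at 1.81 and 1.76 CPM in columns 3 and 8, labelled cKO, and at 0.128, 0.259 and 0.0941 CPM in columns 6, 7 and 9, labelled cKO. High values occurred in 3 female and 2 male libraries by Xist, which argues against sex. Dorsal libraries were matched to ventral ones on 16 autosomal genes with an SD over 0.5 in both regions. Of 9 mutual best matches, with correlations across genes from 0.708 to 0.955, 6 joined libraries with different genotype labels and 2 joined different sexes, and in 6 Amelx was on the side of the matched ventral library. Over all 252 arrangements of the dorsal labels a mean of 4.5 of 9 matches have different labels, and 6 or more occur with an exact p of 0.262, the same as for Amelx. The 6 matches are therefore near chance. Exchanged labels would also give a count near chance, as would matches unrelated to embryo, so this count decides nothing about the labels. With an SD over 0.4 there were 32 genes and 8 mutual matches, 5 with different labels, and with 0.3 there were 105 genes and 6 matches, 4 with different labels. Genes are not independent replicates, and ventral and dorsal libraries need not come from the same embryos. The authors' second term parts the ventral libraries as Xist does in all 9, but in 2 dorsal libraries, columns 4 and 7, the term and Xist disagree. Column 4 had 2 counts of Xist and 2704 of the Y-linked gene Ddx3y. Column 7 had 28423 counts of Xist and 0 of Ddx3y. Xist and Ddx3y therefore give the same sex in each, and only the term differs. Exchanged dorsal labels or columns stay open for the Amelx levels and for this disagreement, and for Amelx so does an Amelx level unrelated to genotype in dorsal tissue. The names of the dorsal columns give no sample identity. In both regions 1 recovered batch held 1 WT with 3 cKO libraries and 1 held 2 with 1. The remaining batch held 2 with 1 in dorsal and 1 with 1 in ventral tissue, where WT replicate 4 has no known batch. The batches may therefore hold the same embryos in both regions, but they identify no single library. These explanations cannot be told apart here. No dorsal library was moved to another group.

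The dorsal libraries had 1449 genes at an unadjusted p under 0.05 and 774 are expected by chance. With Xist as a covariate there were 516. Of the genes with a known chromosome 4.83% were on X or Y, against 3.6% of those tested. Sex cannot be told apart from genotype here, with 1 female library among those labelled WT and 4 among those labelled cKO. With each library's trend with transcript length as a covariate there were 1094 genes, and with that for GC content 1022. The trend differed between the labelled groups with an exact two-sided permutation p of 0.0397 for length and 0.0556 for GC content over 252 arrangements. Both may contribute, and neither brought the count to the level of chance.

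Splits of the same libraries were fitted, each number including the real split. In ventral libraries 5 of 100 splits gave at least 2 genes in edgeR, up to 880 in a split of cKO replicates 1, 2 and 3 with WT replicates 3 and 4, and 10 of 100 gave at least 17 in DESeq2. With the authors' 2 terms 4 of the 98 splits that could be fitted gave at least 749 genes, up to 1042. Some of these splits are the same model once the terms are fitted. Among 74 distinct models 2 were as large, the real one included, with 4 residual degrees of freedom. In dorsal libraries all 100 splits reached 0 genes, which any split does, so that this decides nothing. Of the dorsal splits 10 of 100 reached the number at an unadjusted p under 0.05, 12 of 100 reached the 62 of DESeq2, and 47 of 99 reached the 7 with the authors' terms. The WT regions were separated as strongly by 1 of 100 splits, the real one. A count of 0 lists was likewise reached by all 100 splits in each region, which decides nothing. The other splits had a median of 4 lists past the threshold, so camera with the preset correlation often calls lists in other splits of these libraries. The opposite signs of the ventral genes in dorsal libraries, 73.6%, were matched by 9 of 100 dorsal splits.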
